A study of Petromyzon marinus with 10 samples. Its data were reported in "Inhibition of Gamma-Secretase Promotes Axon Regeneration After a Complete Spinal Cord Injury" (2020).

How the data were processed

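RNA was measured in brainstems of larval sea lampreys (Petromyzon marinus) after a complete transection of the spinal cord. The 10 libraries fell into 2 groups by their labels, 5 from animals treated with baclofen and 5 from untreated injured controls. Baclofen is an agonist of the GABAB receptor, the metabotropic receptor of the inhibitory transmitter GABA. Each library held RNA pooled from the brainstems of several animals, so the replicates are pools and the spread between single animals is not measured. The text of the series puts the libraries 29 days after the injury, which in the study is the day of its GABA experiment. The study's own text and its names for the baclofen libraries give an earlier day. The text of the series alone differs, and no result here uses the day.

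The authors prepared stranded libraries from polyadenylated RNA and sequenced them as paired-end reads. Reads were trimmed with Fastp and aligned with STAR in its 2-pass mode to the germline genome assembly of the sea lamprey (Pmar_germline 1.0). Loci were then assembled with StringTie from the study's own alignments, and fragments were counted per locus with featureCounts. Only fragments with both ends mapped and not chimeric were counted, on the strand the library protocol gives. Software versions of these steps are not stated. The deposited values are these raw counts, not normalised, for 57134 loci, with the scaffold, exon coordinates, strand and summed exon length of each locus. Because counting used strand, an antisense locus does not take the fragments of its partner. Fragments shared by overlapping loci of one strand were not assigned under the counter's defaults, which can lower the counts of both.

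In 2 loci the list of exons had been broken over a pair of lines, and these lines were rejoined before reading. The locus identifiers are those of the assembly and carry no gene names. Names were taken only where the study's own lists of genes pair a locus number with a name, and no value of those lists was used. The RefSeq gene table at hand describes another assembly (UKy_Petmar_22M1) and shares no identifier with these loci, so it named none. GC content and transcript sequence were not analysed here.

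Counts were compared between the groups with DESeq2 version 1.42.0 in R version 4.3.3, with treatment as the only term, median-of-ratios size factors, the Wald test, and the default Cook's cutoff and independent filtering. The study names DESeq2, its median-of-ratios normalisation, the Benjamini-Hochberg adjustment and a threshold of 0.05 on the adjusted p. The other settings were chosen here. Of the loci, 51816 had at least 1 count. Cook's cutoff left 84 without a p-value and independent filtering left 27938 without an adjusted p-value, those with a mean normalised count under 14.35. Adjusted p-values (Benjamini-Hochberg) were thus available at 23794 loci, which are called tested loci, and the threshold was an adjusted p of 0.05. Log2 fold changes are baclofen over control and are not shrunken. Single values per library, such as total counts, were compared with a two-sided exact permutation test over the 252 arrangements of the libraries, whose smallest possible p is 0.00794.

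The design, the rule for naming loci and most alternatives were fixed before the data were examined. Named were the loci the study calls HESB, KLF7, KLF10 and HEY1, a neighbouring locus that another of its lists also calls HESB, and, among loci past the threshold with a mean normalised count of at least 50 and no overlap between the groups, the 8 higher and the 5 lower ones with the smallest adjusted p. Of loci without a gene name at most 2 in each direction were given. The list of the study's GABA experiment was set against 10000 random lists of tested loci matched on mean count, each locus being drawn from the 200 nearest in mean count.

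The alternatives were the quasi-likelihood test of edgeR version 4.0.16 with TMM factors, with and without its filter on low counts (filterByExpr); TMM factors or total counts as size factors in DESeq2; loci with at least 10 counts in at least 5 libraries; no independent filtering; independent filtering tuned to 0.05 in place of 0.1; no Cook's cutoff; the replicate number as a block; loci of one strand under 2 kb apart summed; and each library left out in turn. A t distribution for the Wald test, and the removal of each library's trend on locus length, on mean count, or on both jointly were added after the data had been seen. Trends were fitted by loess over loci with a mean normalised count of at least 10. For each of 100 splits of the 10 libraries into 5 and 5, out of the 126 possible ones and including the split by treatment, the DESeq2 comparison was repeated.

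The comparisons were tested on simulated data. In 3 simulations, counts of 51816 loci were drawn from the measured means, dispersions and size factors, with 200 loci changed. The changed loci were taken from those with a mean normalised count of at least 50, so recovery at lower counts was not tested. DESeq2 recovered 97.7% of loci changed by 1 on the log2 scale and 71.7% of those changed by 0.5, all in the right direction. Of its calls, 14.6% were loci that had not been changed, more than the 5.5% of edgeR, which recovered 96.7% and 63.7%. With the t distribution DESeq2 recovered 78.3% and 30.3%, and 0% of an average of 109 calls were false. At this number of libraries the adjusted p-values of DESeq2 are therefore somewhat too small, and those of edgeR are given beside them at the loci named by the rule where the call differs. No pair of libraries agreed within sampling noise: over loci with enough counts, chi-square per locus lay between 3.93 and 16.6, where counting noise alone gives about 1.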

Results

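The libraries addressed which genes of the lamprey brainstem change their expression when GABAB receptors are activated by baclofen after a complete spinal cord injury, a condition in which the study looked for genes under GABAergic control that bear on axon regeneration. RNA of 5 baclofen libraries was compared with that of 5 control libraries, each a pool of several brainstems. Total counts were 14123604, 14637685, 16685911, 19231761 and 19566056 in baclofen replicates 1 to 5, and 18130619, 16297320, 12774386, 15852840 and 16448636 in control replicates 1 to 5. The group means did not differ (16849000 ± 2520100 against 15901000 ± 1949800; SD, n = 5 each; two-sided exact permutation test, p = 0.532). Between 45332 and 47868 loci had at least 1 count in a library. No few loci dominated the libraries. The 10 highest loci held 2.77 ± 0.081% of the counts with baclofen and 2.94 ± 0.28% in controls (SD, n = 5 each; two-sided exact permutation test, p = 0.238). Control replicate 1 had the lowest share, 2.55%, and without it the difference between the group means was −0.275 percentage points (exact permutation p = 0.00794). Its removal leaves all controls above all baclofen libraries, and this p takes no account of the choice among 10 libraries. In each other fit that left out 1 library, the exact permutation p lay between 0.238 and 0.444. With all libraries kept and adjusted over the 3 library measures compared, which included the number of loci with counts (exact permutation p = 0.524), each p was 0.532.

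Of the 23794 tested loci, 82 had an adjusted p-value under 0.05 in DESeq2 (0.345%). Baclofen raised 64 of them and lowered 18. Their log2 fold changes ranged from 0.17 to 2.96 among the raised loci (median 0.50) and from −1.42 to −0.26 among the lowered ones (median −0.54), and 14 exceeded 1 in size. At an unadjusted p under 0.05 there were 1381 of the tested loci, where 1190 would be expected without any difference. This excess depended on the loci and the test. Without independent filtering DESeq2 gave 1930 among 51732 loci, a share below the 0.05 expected. Without its count filter edgeR gave 2759 among 51816 loci, a share above it. In 62 of the 82 loci the groups did not overlap, that is, each library of one group lay above each of the other. Among all tested loci this held for 297, or 1.25%, and chance gives 0.794%. The edgeR quasi-likelihood test called fewer, 25 loci (23 higher and 2 lower), all among the 82. Without control replicate 1, DESeq2 called 426 loci, of which 302 were lower with baclofen and 69 were among the 82.

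**Figure D1:**
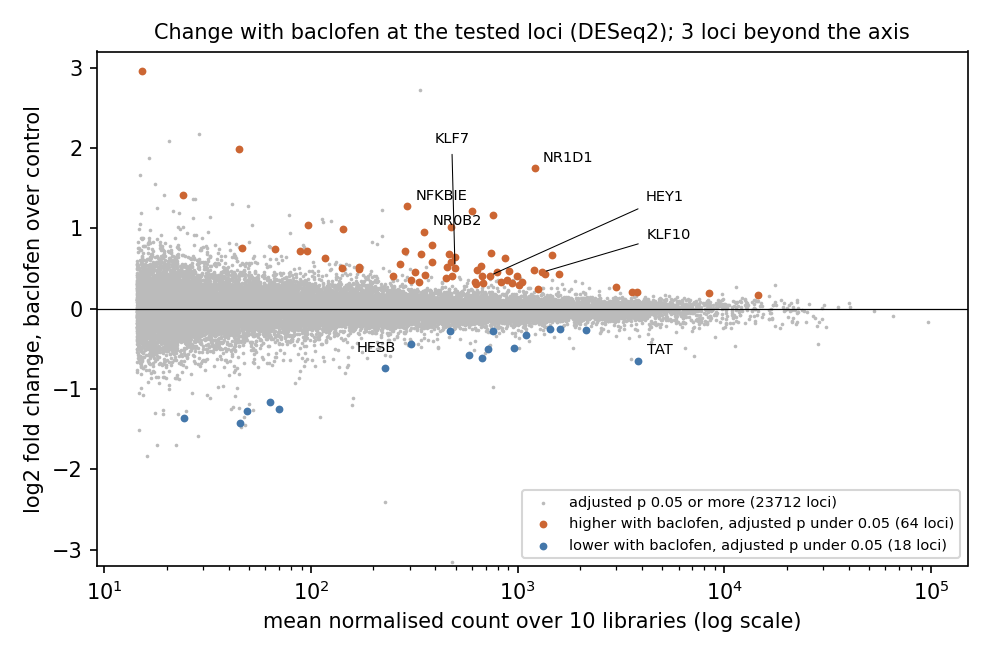
Log2 fold change (baclofen over control) against mean normalised count over the 10 libraries (log scale) at the loci with an adjusted p-value. Coloured points are the 64 loci raised and the 18 lowered at an adjusted p under 0.05 in DESeq2, and 3 loci lie outside the vertical range.

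The split by treatment was also set beside other ways to divide the same libraries. Among 99 other splits into 5 and 5, the median number of loci with an adjusted p under 0.05 was 3, but 6 splits gave more than the 82 of the treatment split, up to 1169. At an adjusted p under 1e-06, the treatment split held 13 loci and no other split held more than 2. With each library's joint trend on locus length and mean count removed, a correction chosen after the data had been seen, the treatment split gave 117 loci, 78 of them among the 82, and 3 other splits gave more, up to 289.

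**Figure D2:**
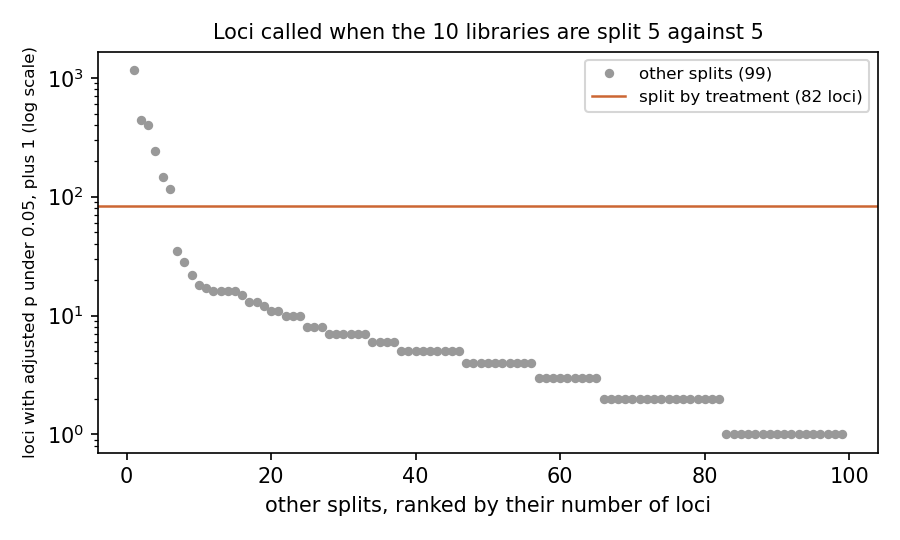
Number of loci with an adjusted p under 0.05, plus 1 (log scale), in 99 other splits of the 10 libraries into 5 and 5, ranked from the largest to the smallest. The line marks the 82 loci of the split by treatment, which 6 other splits exceed.

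The transcription factor HESB, a member of the HES family that acts downstream of Notch receptors, was among the lowered loci. Its locus (MSTRG.35975) lies on scaffold PIZI01000088.1 from 629868 to 631223 on the plus strand of Pmar_germline 1.0 and has 3 exon records with 1110 bp in all. Normalised counts were 259 ± 20.4 with baclofen and 351 ± 29.0 in controls (SD, n = 5 each), a log2 fold change of −0.44 ± 0.09 (SE; DESeq2 adjusted p = 0.00182). All 5 baclofen libraries lay below all 5 control libraries. HESB ranked 4 among the lowered loci by p-value. In each fit that left out 1 library it stayed past the threshold, with adjusted p-values up to 0.0401. Its call nevertheless depended on the test: with edgeR the fold change was the same, −0.44, and the adjusted p was 0.0719.

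A second locus carries the same name in the study's list for GABA. This locus (MSTRG.35974) lies on the minus strand of the same scaffold from 613945 to 627803, and 2064 bp separate it from the first one. No change past the spread between replicates was detected there. Normalised counts were 1279.8 ± 216 with baclofen and 1497 ± 246 in controls (SD, n = 5 each), with overlapping groups, a log2 fold change of −0.23 ± 0.12 (SE) and a DESeq2 adjusted p of 0.912. Unadjusted, its p was 0.0663 (DESeq2 Wald test), so a change in the direction of HESB is not ruled out. The difference between both loci was not resolved. The log2 ratio of HESB to its neighbour was −2.29 ± 0.21 with baclofen and −2.08 ± 0.15 in controls (SD, n = 5 each; two-sided exact permutation test, p = 0.111).

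**Figure D3:**
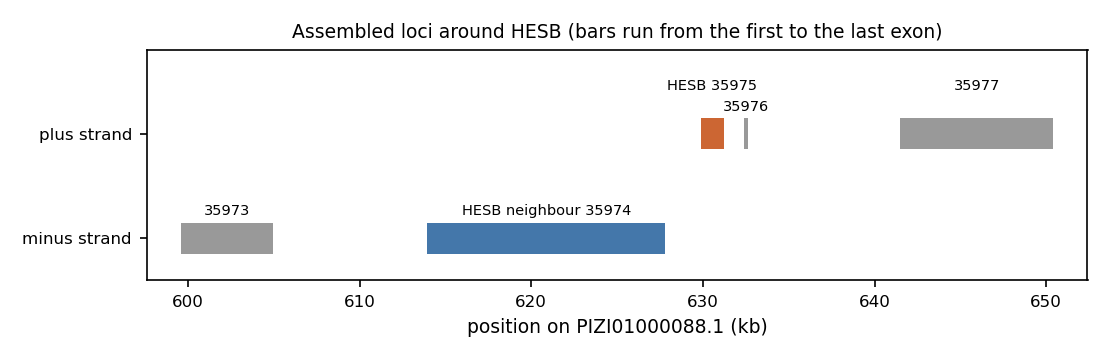
Map of the assembled loci around HESB on scaffold PIZI01000088.1 (position in kb, Pmar_germline 1.0), by strand, each bar running from the first to the last exon of a locus. HESB (35975) and the neighbouring locus of the same name (35974) lie on opposite strands, 2064 bp apart.

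HEY1, another gene of the HES-related family, moved in the opposite direction. Its normalised count rose from 628 ± 56.1 in controls to 836 ± 32.1 with baclofen (SD, n = 5 each), a log2 fold change of 0.41 ± 0.07 (SE; DESeq2 adjusted p = 2.64e-05; edgeR adjusted p = 0.0240). HEY1 (MSTRG.3032) lies on scaffold PIZI01000003.1 from 24296214 to 24305258 on the minus strand. The Krüppel-like transcription factors KLF7 and KLF10 were both raised. KLF7 (MSTRG.12416; PIZI01000016.1, 12532541 to 12544535, minus strand) had 582 ± 24.9 normalised counts with baclofen and 412 ± 42.6 in controls, and KLF10 (MSTRG.165; PIZI01000001.1, 5885474 to 5907392, plus strand) had 1517 ± 142 and 1109.7 ± 77.0 (SD, n = 5 each). Their log2 fold changes were 0.51 ± 0.08 and 0.45 ± 0.08 (SE), with DESeq2 adjusted p-values of 1.2e-06 and 4.31e-06 and an edgeR adjusted p of 0.0108 for both. In HEY1, KLF7 and KLF10 all 5 baclofen libraries exceeded all 5 controls. KLF7 overlaps 1 other assembled locus on its own strand, where shared fragments go uncounted.

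**Figure D4:**
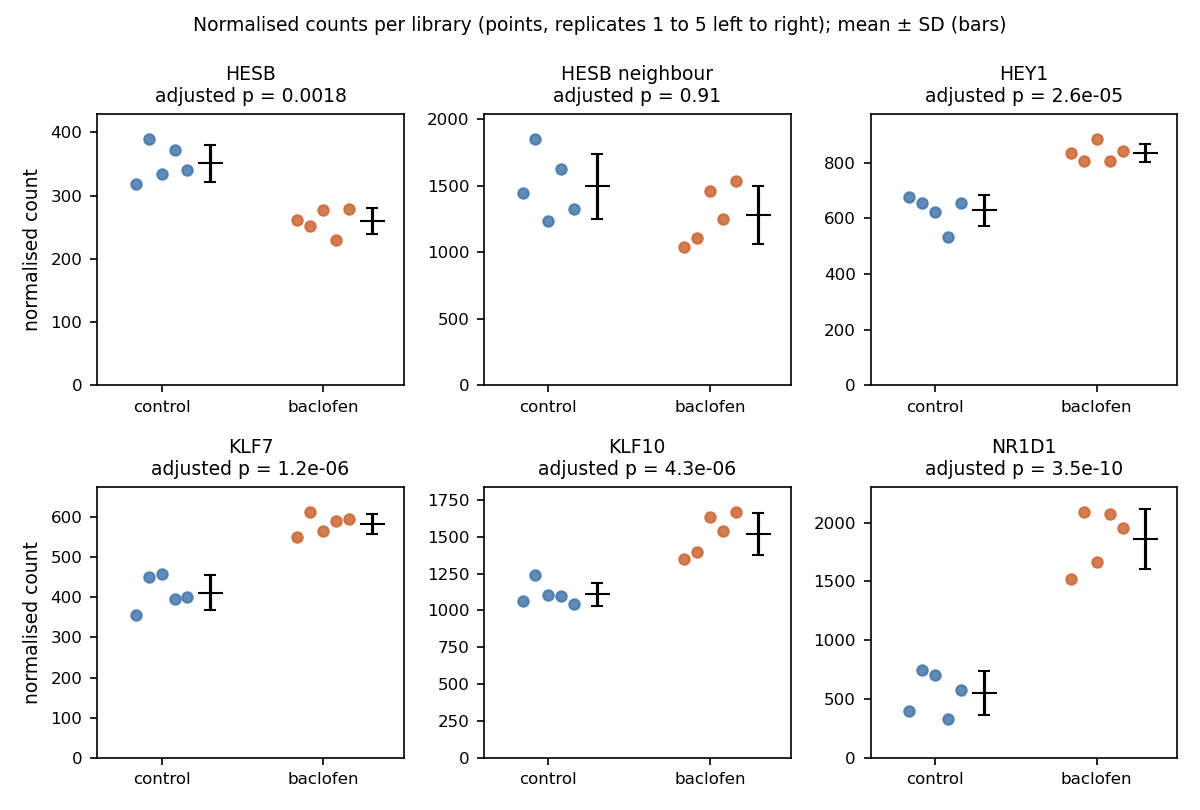
Normalised counts per library for HESB, its neighbour, HEY1, KLF7, KLF10 and NR1D1, with 5 control and 5 baclofen libraries (points) and the mean ± SD of each group (bars), all axes starting at 0. The groups do not overlap in any panel but that of the HESB neighbour, where the adjusted p is 0.912.

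The raised loci with the smallest adjusted p-values were led by NR0B2 (MSTRG.16552; PIZI01000023.1, 13383474 to 13400234), an orphan nuclear receptor. It rose from 239 ± 40 to 464 ± 47.8 normalised counts (SD, n = 5 each), a log2 fold change of 0.96 ± 0.11 (SE; DESeq2 adjusted p = 5.55e-13). Among them the largest change was that of NR1D1 (MSTRG.4746; PIZI01000005.1, 22057474 to 22076731), a nuclear receptor of the circadian clock, from 553 ± 186 to 1859 ± 254 (log2 fold change 1.75 ± 0.23; adjusted p = 3.48e-10). NFKBIE, an inhibitor of NF-kappa-B, had a log2 fold change of 1.27 ± 0.17 (adjusted p = 3.48e-10), the transcriptional modulator CREM 0.79 ± 0.12 (adjusted p = 1.46e-07), and a locus annotated as a carbohydrate deacetylase (MSTRG.38299) 0.67 ± 0.10 (adjusted p = 3.09e-08). Among loci without a name, MSTRG.18236 changed by 0.71 ± 0.08 (adjusted p = 5.55e-13) and MSTRG.7023 by 1.02 ± 0.12 (adjusted p = 1.71e-12). All of these were also past the threshold in edgeR and in each fit that left out 1 library. NR0B2, MSTRG.18236, NFKBIE, MSTRG.38299 and CREM overlap other assembled loci on their own strand, as KLF7 does.

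Of the lowered loci, an unnamed single-exon locus (MSTRG.25396; PIZI01000041.1, 2509882 to 2517345) had the smallest adjusted p, 1.46e-07 in DESeq2, with a log2 fold change of −0.74 ± 0.11 (SE). Tyrosine aminotransferase (TAT; MSTRG.7084) fell from 4674 ± 824 to 2982 ± 408 normalised counts (SD, n = 5 each; log2 fold change −0.65 ± 0.12; DESeq2 adjusted p = 3.32e-05; edgeR adjusted p = 0.0468). A locus annotated as tryptophan 2,3-dioxygenase (MSTRG.17829) fell by 0.50 ± 0.11 on the log2 scale (DESeq2 adjusted p = 0.00215), and the lymphocyte receptor gene VLRA (MSTRG.34219) by 0.58 ± 0.13 (DESeq2 adjusted p = 0.00236). For these last 2 loci the edgeR adjusted p-values were 0.0948 and 0.120, short of the threshold. TAT, MSTRG.17829 and VLRA each overlap 1 other assembled locus on their own strand.

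The study's lists were put to the same libraries. All 82 loci of its baclofen list were past the threshold and no others were, both over all loci and when adjusted over the list alone. The list was chosen on these libraries and is not independent evidence. Its GABA list, drawn from other libraries that were not analysed here, is an outside question. Of its 23 loci, 21 were tested here. Only ARL3 was past the threshold, both over all loci (log2 fold change −0.27 ± 0.07, SE; DESeq2 adjusted p = 0.0397) and adjusted over the list alone (adjusted p = 0.00272), a locus chosen after its values were seen. Over all loci, edgeR called none of the list (2 at an unadjusted p under 0.05), and the call was lost in 8 of the 10 fits that left out 1 library. At an unadjusted p under 0.05 there were 2. Of the 21 loci, 12 were lower and 9 higher with baclofen. Their median log2 fold change, −0.04, lay at percentile 8.51 of random lists matched on mean count, of which the central 95% ran from −0.06 to 0.03.

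Called loci lay close to each other more often than those of random lists. Of the 82, 12 had another called locus within 50 kb on the same scaffold, against a mean of 1.61 in 10000 matched random lists (one-sided permutation p = 2e-04). They formed 6 pairs, in each of which both loci changed in the same direction. In 5 of the pairs both loci lay on the same strand. Random lists draw each locus separately, so single transcripts assembled in pieces would also raise this number. Of 100 splits of the libraries, that by treatment included, 6 gave as many called loci with a called neighbour. With edgeR, 4 of the 25 called loci had such a neighbour.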

Values the study reported

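The study placed its baclofen experiment 9 days after the injury and its GABA experiment at 29 days. It assembled 57,134 genes. With baclofen it counted 82 genes as differentially expressed, and gave 63 as increased and 18 as decreased. With GABA it counted 23, of which 7 increased and 16 decreased. For HESB it gave a logFC of −0.44 with baclofen and −0.47 with GABA. Its lists attach this name to different loci for baclofen and for GABA, so these values are not shown to describe the same transcript.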

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

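Of the 40 groups of 5 values examined, 3 had a library far from the others of its group, where chance alone gives about 2. A library counted as far when its gap to the next took more than 0.71 of the range of its group. The tests on scaling were chosen after the values had been seen, and the test on dilution before.

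KLF10 had a normalised count of 1241 in control replicate 2, above the 1045 to 1102 of the other controls. The gap took 0.711 of the range with the size factors of DESeq2 and 0.747 with TMM factors, but 0.6 with total counts. Scaling of the library cannot be told apart from other causes, because the scalings disagree on whether the library stands out. A log2 deviation from the other controls as large as that of KLF10, 0.20, was shown by 36.8% of the tested loci in the same library. The value still lay below every baclofen library, and KLF10 stayed past the threshold without control replicate 2. The same library holds the set of 20 loci described under the other observations, and whether RNA of other cells also raised KLF10 was not tested.

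NR0B2 had a normalised count of 307.8 in control replicate 5, against 206 to 235 in the other controls. The gap took 0.716 of the range with the size factors of DESeq2, 0.724 with TMM factors and 0.747 with total counts, so scaling is argued against. A deviation of that size, 0.47 on the log2 scale, was shown by 11.1% of tested loci in this library. Without control replicate 5 the log2 fold change of NR0B2 was 1.07 in place of 0.96. A difference between the pooled animals stays open and was not tested.

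The highest locus, the same one in all 10 libraries, took 0.540% of the counts in baclofen replicate 4, against 0.570 to 0.579% in the other baclofen libraries. Control replicate 1 had a lower value still, 0.483%, so the value is within the range of the series. Baclofen replicate 4 also holds more counts than the other baclofen libraries of a set of loci that are high in control replicate 2 (described under the other observations). Dilution by that set would need 5.92% of the library, and the set held 0.0363%, so it is argued against. What lowered the share remains open.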

How the results depend on the processing

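Numbers of calls depended on the processing. All 82 called loci kept their direction in every fit tried that gave them a value. This says little about stability, because the loci were selected on these same libraries. Of the 82, 23 stayed past the threshold in all 10 fits that each left out 1 library and in 12 other alternatives. That count leaves out the t distribution and the summing of neighbouring loci. With edgeR and its count filter 25 loci were past the threshold (23 higher, 2 lower) and without the filter 30 (28 higher, 2 lower), all of them among the 82. The same numbers of loci of the study's baclofen list were called over all loci. In simulated data edgeR made fewer false calls than DESeq2 (5.5% against 14.6%) and also recovered fewer of the loci changed by 0.5 on the log2 scale (63.7% against 71.7%), so both fewer false and fewer true calls can lower its number, and how much each does so here was not tested. With a t distribution, an alternative chosen after seeing the data, DESeq2 called 0 loci and 853 had an unadjusted p under 0.05, so the counts of higher and lower loci, of loci of the study's baclofen and GABA lists over all loci and of neighbouring calls were 0. Adjusted over the list alone, the t distribution called 82 loci of the baclofen list and 0 of the GABA list. The same test made calls in simulated data, so the number of libraries alone does not rule calls out. Those data held 200 changed loci with a mean normalised count of at least 50, so they do not show how many calls to expect here. Only the reference distribution of the statistic was changed, which gave larger p-values at the same fold changes, adjusted over 51732 loci. The 853 were a share of these below the 0.05 expected without any difference, so the test was cautious here. Without independent filtering 63 loci were called, 11 of them lower. The other scalings gave 94 (TMM) and 105 (total counts), with 76.6% and 81.9% higher, and summing neighbouring loci gave 59, of which 45 held a locus of the 82. Removing the joint trend of each library on locus length and mean count, also chosen after seeing the data, gave 117 (86 higher, 31 lower), with 78 of the 82 among them. Removing the trend on mean count alone gave 87; the causes were not tested.

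HESB kept a log2 fold change between −0.47 and −0.39 in the fits that left out 1 library and stayed past the threshold in all of them. It fell short of it in edgeR with the filter (−0.44, adjusted p = 0.0719), in edgeR without it (−0.43, adjusted p = 0.0681) and with the t distribution (−0.44, adjusted p = 0.9995), as well as with the replicate number as a block. The fit on summed neighbouring loci was not followed at single loci and is left out of what follows. Over the other alternatives except the t distribution, the adjusted p of HESB ran from 0.000262 to 0.208. KLF7 (0.51), KLF10 (0.45) and HEY1 (0.41) fell short only with the t distribution (adjusted p = 0.996, 0.9995 and 0.9995). With that distribution the fold changes were the same and only the p-values larger. Why HESB fell short in the other fits was not tested. The HESB neighbour was past the threshold in no fit. Of the other named loci, 16 values across the alternatives fell short, 12 of them with the t distribution and 4 with edgeR at VLRA and the tryptophan 2,3-dioxygenase locus. None changed direction.

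The replicate numbers of both groups are the same, 1 to 5, but they do not pair the libraries. The deviations of libraries with the same number correlated by 0.00857, −0.158, 0.0239, −0.145 and 0.0264. With the number as a block, DESeq2 called 45 loci (37 higher, 8 lower), 41 of them among the 82 and the study's list, and 4 with a called neighbour. HESB had an adjusted p of 0.208 at the same fold change (−0.44). The cause of these losses was not tested.

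Leaving out 1 library moved the number of called loci from 49 (without baclofen replicate 5) to 426 (without control replicate 1). Higher loci ranged from 38 without baclofen replicate 5 to 124 without control replicate 1. Lower loci ranged from 9 without baclofen replicate 4 to 302 without control replicate 1, with 11 without baclofen replicate 2, baclofen replicate 5 or control replicate 4, and 34 without baclofen replicate 1. Loci of the study's baclofen list ranged from 43 without baclofen replicate 5 to 69, with 53 without control replicate 4 and 52 without control replicate 5. Called loci with a called neighbour ranged from 6 without baclofen replicate 3 or control replicate 4 to 72 without control replicate 1. Control replicate 1 thus decides the number. Without it 357 loci outside the 82 were called. It also decided the share of counts in the 10 highest loci, whose difference ran from −0.275 percentage points without it (exact permutation p = 0.00794) to −0.106 without control replicate 3 (exact permutation p = 0.444).

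Of the GABA list, 1 locus was called when adjusted over the list alone, and from 1 to 3 in the fits that left out 1 library, 2 without baclofen replicate 3 and 3 without control replicate 1. Over all loci this ran from 0 to 2 (without control replicate 1). It was 0 in 8 of the 10 fits that left out 1 library, those without baclofen replicate 1, 2, 4 or 5 or control replicate 2, 3, 4 or 5, with 1 to 4 loci at an unadjusted p under 0.05. Over all loci the call of ARL3 was also lost (0 loci called) in both edgeR fits, without independent filtering, with the block and with the t distribution. Adjusted over the list alone, 1 locus was called in each of these fits but that with the t distribution, which called 0. At an unadjusted p under 0.05, each edgeR fit held 2 loci of the list, the block 3 and the t distribution 1. The median log2 fold change of the list ran from −0.0921 without control replicate 4 to −0.0212 without baclofen replicate 3. Called loci with a called neighbour numbered 4 among the calls of edgeR with the filter and 6 without it, as fewer loci were called. Within 10 kb there were 12 and within 200 kb 14. The difference in mean total counts ran from 166650 without control replicate 3 to 1629600 without baclofen replicate 1. The depth, at a median of about 540 counts for a called locus, limits the loci with few counts: 27938 loci had too few to be tested.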

Other observations

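Most tests in this part were chosen after the result they bear on had been seen. The removal of the trend on locus length alone was among them. The exceptions were the tests over splits of the libraries at a threshold of 0.05 without correction and on scaling for the share of higher loci.

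The number of called loci alone does not set the treatment apart from other divisions of the libraries. Of 100 splits into 5 and 5, the one by treatment included, 7 gave at least 82 loci. For the larger direction the number was 6, for the smaller direction 7, for called loci with a called neighbour 6, and for called loci of the GABA list 21. Dividing the libraries at random is thus enough to give as many. Only 1 of the 100 splits, the treatment itself, gave as many as 13 loci at an adjusted p under 1e-06. Only 1 also gave an absolute log2 fold change of HESB as large, but this decides nothing, because HESB was chosen by the study on these libraries and a locus whose groups do not overlap differs most in the split by treatment.

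In all 6 other splits with more calls, control replicate 1 stood with at least 3 baclofen libraries, and the largest number, 1169, came from exchanging it for baclofen replicate 3. A mix-up of the labels of these 2 libraries is argued against. The exchanged split held 2 loci past 1e-06, against 13 by the labels, and 0 against 19 with the joint trend on locus length and mean count removed. There were 16 loci called in both splits.

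Joint trends of the libraries on locus length and mean count account for most of the loci of the exchanged split. With each library's joint trend removed, 203 of the 1169 loci stayed past the threshold, and 175 of the 426 called without control replicate 1 stayed. Neither part does so by itself. With the trend on mean count alone removed, 675 of the 1169 and 354 of the 426 stayed, and with that on length alone 908 and 340. Among loci of like count, length marks both sides of the exchanged split. The 212 loci higher on the side of control replicate 1 had a median exon length of 6279.5 bp, against 4675 bp in lists matched on mean count, and the 957 lower ones 2546 bp against 5784 bp, although the median of all tested loci is 2552 bp. Both medians lay outside all 1000 matched lists. Among the 13281 tested loci with a mean normalised count of at least 100, control replicate 1 had the steepest slope, 0.0397 on the log2 scale per doubling of length, against −0.0244 to 0.0255 in the other libraries. Over all tested loci its slope was −0.0174. These trends are not the only source of the larger numbers. After the joint correction 289 loci were called in the exchanged split and 239 without control replicate 1, against 117 in the treatment split of all libraries. What else sets control replicate 1 apart stays open and was not tested, such as the parts of the brainstem or the quality of the RNA in a pool, or a response to treatment that differs between pools. With the joint trend removed from all splits, 4 of the 100 gave at least 117 loci, where 7 gave at least 82 before. As this correction was chosen after the splits had been seen, the difference between 4 and 7 carries little weight.

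For the 82 loci themselves these trends are argued against as the cause. Removing the trend on length alone left 75 of them past the threshold and removing the joint trend left 78. The slope on length did not differ between groups, neither over all tested loci (two-sided exact permutation test, p = 0.468) nor over those with a mean of at least 100 (p = 0.5). Both corrections moved the treatment comparison little, by a median of 0.00953 and 0.0126 on the log2 scale. Scaling does not explain why most called loci were higher, as at least 76.6% were so under TMM or total counts.

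The raised loci may share a source of variation that is also at work within the groups. Across the 10 libraries, after the group means were taken out, the other 63 raised loci had a median correlation with NR1D1 of 0.352, above the central 95% of matched lists, which ended at 0.184. This is what a handling or time-of-day difference between pools would give, and equally what joint regulation of these genes would give. For the 18 lowered loci the median was −0.0744, within the range of matched lists (−0.199 to 0.247), so the lowered loci cannot be told apart either way: 18 loci are too few for so small a value.

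Lists of marker genes were written before the counts were opened but after the study's text had been read, and only loci of the study's lists carry names, so no enrichment could be tested. Of a list of 24 corticosteroid-responsive genes, 9 called loci of 8 genes were found. SGK1, PIM1, PIM3, NFKBIE, CDO1, DUSP1 and a pair of TNFAIP3 loci were higher, and TAT was lower. Of these, CDO1, DUSP1 and both TNFAIP3 loci fell short of the threshold in edgeR (adjusted p = 0.155, 0.126, 0.251 and 0.241). Loci named here and not in the report were chosen after their values were seen. A corticosteroid response cannot be told apart from other causes, because the members were picked by the study from these libraries. Their directions did not differ from those of the other called loci (two-sided Fisher's exact test, p = 0.676). Of 22 clock genes, 3 were called, all higher: NR1D1, CREM and HLF, the last of which fell short in edgeR (adjusted p = 0.264). Of 40 genes of the Notch pathway, 2 were called, HEY1 higher and HESB lower. Of 17 blood and immune genes, 4 were called. PTPRC and TLR2 were higher and 2, VLRA and CD62L, were lower, although their edgeR adjusted p-values, 0.0948 to 0.155, fell short. These 4 did not all move alike, but a different share of blood in the brainstems cannot be judged from them. They were picked by being called, and the other genes of the list could not be looked for outside the study's lists.

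Of the 6 pairs of neighbouring called loci, 5 may be single transcripts assembled in pieces. In these both loci lay on the same strand, against 54.7% of neighbouring tested pairs (one-sided exact binomial test over the 6 pairs, p = 0.16). In all 5 the log2 fold changes lay within 2 combined SE of each other. The same held for the remaining pair, MSTRG.16551 and NR0B2 (0.98 and 0.96), so this agreement does not mark single transcripts. Both loci carry the name DYRK2 in 1 pair (gap 2764 bp) and TNFAIP3 in another (gap 94 bp), which pieces of a single transcript would give. Between MSTRG.29315 and MSTRG.29343 the gap was −41231 bp, so these loci overlap rather than follow each other. With so few pairs, single transcripts in pieces cannot be told apart from neighbouring genes that respond together. In 1 pair the loci lay on opposite strands, which argues against a single transcript, as fragments were counted by strand. HESB and its neighbour of the same name also lie on opposite strands, so that the 2 strands argue against 1 transcript counted as 2 loci. Which of them the name belongs to was not tested.

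Control replicate 2 carried a set of 20 loci with at least 100 normalised counts and at least 5 times the next control, whereas the other controls had 0 to 2 such loci. Control replicate 2 also stood apart on the first principal component over 500 loci (38.6% of the variance), at 15.88 against −3.989 to 4.006 for the other libraries, of which baclofen replicate 4 was the highest. Counted within their own group, baclofen replicates 1 to 5 had 2, 15, 4, 10 and 1 such loci. The set held 0.533% of the counts of control replicate 2 and 0.00325 to 0.00365% of those of the other controls. Baclofen replicate 4 held 0.0363%, and 19 of the 20 loci had their highest baclofen count in this library, where 4 would be expected. Reads assigned to the wrong library are argued against, because the ratio of the libraries would then be constant. At 12 loci with over 500 counts it ran from 6.05 to 14.2%, and chi-square per degree of freedom was 24.3 (counting error alone stays under 1.72). RNA of other cells carried over into both pools when the brainstems were dissected would give this pattern. Which cells is not known, since none of these loci has a name. All 20 went without an adjusted p-value, so the comparison of the groups does not rest on them.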
